# Neuropilin-1 Identifies a New Subpopulation of TGF-β-Induced Foxp3^+^ Regulatory T Cells With Potent Suppressive Function and Enhanced Stability During Inflammation

**DOI:** 10.3389/fimmu.2022.900139

**Published:** 2022-05-04

**Authors:** Weiqian Chen, Weishan Huang, Youqiu Xue, Ye Chen, Wenbin Qian, Jilin Ma, Avery August, Julie Wang, Song Guo Zheng, Jin Lin

**Keywords:** regulatory T cells, TGF-β, Foxp3, neuropilin-1, IL-10

## Abstract

CD4^+^Foxp3^+^ regulatory T cells (Tregs) play a crucial role in preventing autoimmunity and inflammation. There are naturally-derived in the thymus (tTreg), generated extrathymically in the periphery (pTreg), and induced *in vitro* culture (iTreg) with different characteristics of suppressiveness, stability, and plasticity. There is an abundance of published data on neuropilin-1 (Nrp-1) as a tTreg marker, but little data exist on iTreg. The fidelity of Nrp-1 as a tTreg marker and its role in iTreg remains to be explored. This study found that Nrp-1 was expressed by a subset of Foxp3^+^CD4^+^T cells in the central and peripheral lymphoid organs in intact mice, as well as in iTreg. Nrp-1^+^iTreg and Nrp-1^-^iTreg were adoptively transferred into a T cell-mediated colitis model to determine their ability to suppress inflammation. Differences in gene expression between Nrp-1^+^ and Nrp-1^-^iTreg were analyzed by RNA sequencing. We demonstrated that the Nrp-1^+^ subset of the iTreg exhibited enhanced suppressive function and stability compared to the Nrp-1^-^ counterpart both *in vivo* and *in vitro*, partly depending on IL-10. We found that Nrp-1 is not an exclusive marker of tTreg, however, it is a biomarker identifying a new subset of iTreg with enhanced suppressive function, implicating a potential for Nrp-1^+^iTreg cell therapy for autoimmune and inflammatory diseases.

## Introduction

Regulatory T cells (Treg) are crucial for maintaining immune homeostasis, limiting the immune response, and establishing immunological tolerance (1). The transcription factor forkhead box P3 (Foxp3) is a specific marker of Treg. CD4^+^CD25^+^Foxp3^+^Tregs are heterogeneous and can be mainly divided into 3 subsets: thymus-derived naturally occurring Treg (tTreg, also called nTreg), peripherally derived Treg (pTreg), and Treg induced *in vitro* with interleukin-2 (IL-2) and transforming growth factor-β (TGF-β) (iTreg) (2, 3). These three subsets have similar phenotypic characteristics and comparable suppressive function against T cell-mediated immune response and diseases. However, they exhibit certain specific differences in mRNA transcripts and protein expression, epigenetic modification, and stability in the inflammatory milieu. Accurately distinguishing them will help to clarify the biological features and contributions of each Treg subset to peripheral tolerance, autoimmunity, and tumor surveillance. The classical Treg surface markers CD25, GITR, CTLA4, and PD-1 are all expressed on these three Treg subsets, making it extremely difficult to distinguish pTreg and iTreg from tTreg using surface markers. However, two reports suggested neuropilin-1 (Nrp-1) as a promising candidate of tTreg specific surface marker (4, 5).

Nrp-1 is a transmembrane glycoprotein previously known to be involved in axon guidance (6) and angiogenesis (7, 8), which was first found on the surface of tTreg in 2004 (9). It was shown that Nrp-1 was expressed by tTreg *in vivo*, but not by pTreg driven by antigenic stimulation or converted under homeostatic conditions in murine models (4, 5). In contrast, the expression of Nrp-1 was found upregulated in TGF-β-induced Treg *in vitro (* 4). It was also noticed that Nrp-1 is not a marker of human nature FOXP3^+^Treg, but can be induced in human blood T cells upon *in vitro* TCR activation (10). Sarris found that Nrp-1 strengthened the contacts between Treg and antigen-presenting cells (11). Similar to Nrp-1, Helios has been reported as a potential marker for tTreg (12–15). iTreg generated from both human and mice CD4^+^T cells could express Helios (16). Helios is also known as a marker of T cell activation and proliferation (17, 18).

Recently, several literatures described the potential use of iTreg as a therapeutic strategy for autoimmune diseases. One study showed that polyclonal iTreg slowed diabetes progression, prolonging the survival of non-obese diabetic mice (19). Collagen type II-specific iTreg was better than nTreg in suppressing arthritis, partly by inhibiting the development of Th17 cells (20). Furthermore, iTreg could suppress the main features of asthma (21). Although iTreg had a suppressive function, its long efficacy was less acceptable. Thus, it is difficult to identify potent a suppressive iTreg based on surface markers (1).

Our study aimed to systematically explore the role of Nrp-1 and Helios in Treg subsets with a focus on the role of Npr-1 in iTreg function and stability. We found that Nrp-1 and Helios are not exclusive markers of the tTreg subset. The expression of Nrp-1 on the surface of iTreg enables the identification and isolation of an iTreg subset that has superior a suppressive function under inflammatory conditions.

## Material And Methods

### Mice

Male C57BL/6 (B6), C57BL/6 thy1.1, B6.129S7-*Rag1^tm1Mom^*/J (Rag1^-/-^), B6 Foxp3-RFP mice and CD4^cre^ B6 mice were purchased from the Jackson Laboratory. B6 Foxp3-GFP knockin mice were generously provided by Dr. Talil Chatilla (University of California Los Angeles). CD4^cre^/Nrp1^flox/flox^ B6 mice were generated by crossing the two parent strains at Cornell University. All mice were kept in the specific pathogen-free (SPF) condition. 7-8 weeks age mice were chosen for the experiment.

### The Generation of CD4^+^ Induced Regulatory T (iTreg), Th1, Th2, and Th17 Cells

Naïve splenic CD4^+^CD62L^+^CD25^-^CD44^low^T cells were acquired by negative selection *via* the auto-MACS method (22, 23). Briefly, enriched T cells were first stained with biotin-conjugated anti-CD8a, -CD25, -CD11b, -CD49b, -CD11c, and -B220 mAbs and then washed and combined with anti-biotin microbeads (Miltenyi Biotec, Auburn, CA, USA). After they passed through the MACS separation columns, the negative exports were collected as CD4^+^CD25^-^cells. Subsequently, naive CD4^+^CD25^-^CD62L^+^CD44^low^ T cells were positively selected from the enriched CD4^+^CD25^-^T-cell fraction by the anti-CD62L microbeads. For iTreg differentiation, 0.2x10^6^ cells were cultured in 96-well plates and stimulated with anti-CD3/CD28 microbeads (1 bead per 5 cells, Invitrogen) in the presence of IL-2 (10ng/ml, R&D) with (CD4^+^iTreg) or without (CD4_med_) TGF-β (2ng/ml) for 3 days. Other 0.2x10^6^ naïve CD4^+^T cells were cultured with irradiated APCs (1:1 ratio of APCs to Naïve CD4^+^ T cells) in the presence of 1 μg/ml soluble anti-CD3 and 1 μg/ml anti-CD28, together with different antibodies and cytokines in 96-well plates. For Th1 cell differentiation, 10 ng/ml recombinant murine IL-12 (rm-IL-12, eBioscience) and 10 μg/ml anti-IL-4 (Biolegend) were used. For Th2 cell differentiation, 10 ng/ml rm-IL-4 (R&D Systems), and 10 μg/ml anti-interferon-γ (anti-IFN-γ, Biolegend) were used. For Th17 cell differentiation, 30 ng/ml IL-6 (R&D Systems), 1 ng/ml TGF-β (R&D Systems), 10 μg/ml anti-IFN-γ (Biolegend), and 10 μg/ml anti-IL-4 (Biolegend) were added. RPMI 1640 medium supplemented with 100 U/ml penicillin, 100 mg/ml streptomycin, and 10mM HEPES (Invitrogen) and 10% heat-inactivated FCS (HyClone Laboratories) was used for all cultures. Cells were harvested and stained with different antibodies.

### Flow Cytometry

The following fluorescence conjugated mouse antibodies were used for flow cytometric analysis: From Biolegend: anti-CD4 (GK1.5), CD25 (3C7), CD8 (53-6.7), B220 (RA3-6B2), CD44 (IM7), CD11c (N418), CD11b (M1/70), NK1.1 (PK136), Helios (22F6), IFN-γ (XMG1.2), IL-17a (TC11-18H10.1), IL-4 (11B11), IL-10 (JES5-16E3) IL-10R (1B1.3a); From R&D Systems: Neuropilin−1 (FAB5994A). Cell subset was stained with mAbs and isotype control and analyzed by a FACS Calibur flow cytometer. For intracellular staining, such as IFN-γ and IL-17a, cells were first stained with surface marker CD4, and further fixed, and permeabilized for intracellular staining.

### *In Vitro* Suppression Assays

Freshly isolated 0.2x10^6^ T cells (responder cells) labeled with CFSE were stimulated with anti-CD3 mAb (0.025 μg/mL) and irradiated APCs (30 Gy, 1:1 ratio) for 3 days, with or without iTreg generated as described above. The ratio of Treg/T cells was 1:2-1:16. T-cell proliferation was determined by the CFSE dilution rate after 3 days of culture.

### Foxp3(GFP)^+^Nrp-1^+^CD4^+^T Cells Conversion *In Vivo*

When the 90.1^+^CD4^+^iTreg were cultured for 3 days and harvested, they were sorted into 90.1^+^Foxp3-GFP^+^Nrp-1^+^CD4^+^T or 90.1^+^Foxp3-GFP^+^Nrp-1^-^CD4^+^T cells. Anti-CD3/CD28 microbeads were removed. For *in vivo* conversion, 0.5x10^6^ 90.1^+^Foxp3-GFP^+^Nrp-1^+^CD4^+^T or 90.1^+^Foxp3-GFP^+^Nrp-1^-^CD4^+^T cells were adoptively transferred into Rag1^-/-^ mice. 4, 7, and 12 days later, 90.1^+^CD4^+^T cells from the spleen were stained for Foxp3-GFP, IFN-γ, and IL-17a.

### T Cell-Induced Colitis

Naïve CD4^+^CD45RB^hi^ T cells were purified (>98%) from spleens of C57BL/6 Foxp3^gfP^ mice *via* FACS sorting (LSR II, BD). Naïve CD4^+^CD45RB^hi^ T cell suspensions were washed in sterile PBS, and age- and sex-matched C57BL/6 Rag1^-/-^ recipient mice received 4x10^5^ CD4^+^CD45RB^hi^ T cells by i.p. injection.

For co-transfer experiments, 1:2 mixtures of CD90.1^+^Foxp3-GFP^+^Nrp-1^+^CD4^+^T or CD90.1^+^Foxp3-GFP^-^Nrp-1^+^CD4^+^T or CD90.1^+^Foxp3-GFP^-^Nrp-1^-^CD4^+^T or CD90.1^+^Foxp3 -GFP^+^Nrp-1^-^CD4^+^T and CD90.2^+^CD4^+^CD45RB^hi^ T cells were injected i.p. (total cell number=4x10^5^) into C57BL/6 Rag1^-/-^. Mice were sacrificed when symptoms of clinical disease (weight loss and/or diarrhea) developed in control groups, 6-8 weeks after cells transfer unless otherwise indicated. Samples of the cecum and proximal, mid, and distal colon were prepared as previously described, and inflammation was graded according to a scoring system (23, 24).

### RNA Sequence Analysis

Naïve CD4^+^T cells were isolated from the spleen of B6 Foxp3-RFP mice. Nrp-1^+^Foxp3-^+^iTreg and Nrp-1^-^Foxp3-^+^iTreg cells were sorted from iTreg cells on day 3 based on Nrp-1 and Foxp3-RFP expression. Thymus-derived nTreg cells from B6 Foxp3-RFP mice were set as a control. Total RNA was prepared from the above three Treg using the RNeasy Mini Plus Kit (Qiagen). Directional RNA-seq libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs), with initial polyA+ isolation, by the RNA Sequencing Core at Cornell University. Sequencing was performed on Illumina HiSeq 1500, and raw data were processed on the CLC Genomics Workbench v 11.0.1. mRNA profiles were calculated with Cufflinks software and expressed as FPKM (fragments per kilobase of exon model per million mapped fragments). Genes that are significantly altered (|FC|≥1, *P*<0.05) in Nrp-1^+^ iTreg vs Nrp-1^-^ iTreg cells, are used for Gene Set Enrichment Analysis (GSEA).

### Bisulfite Sequencing

We harvested genomic DNA from Nrp-1^+^Foxp3-GFP^+^iTreg and Nrp-1^-^Foxp3-GFP^+^iTreg cells using the DNeasy blood & tissue extraction kit (Qiagen) and conducted a bisulfite conversion using an EZ DNA Methylation kit (Zymo Research) following the manufacturer’s protocol. Purified bisulfite-treated DNA was amplified by PCR using a pair of primers to mouse Foxp3 TSDR: 5′- AGAGGTTGAAGGAGGAGTATTT -3′ and 5′- ACTATCTATCCAATTCCCCAAC -3′. The PCR products were purified using ExoSAP-IT PCR Product Cleanup Kit and were sequenced by GeneWIZ company. All sequencing results of the bisulfite converted TSDR region were analyzed on the Bisulfite sequencing data presentation and compilation (BDPC) DNA methylation analysis platform.

### Statistics

Data are expressed as Mean ± SEM unless otherwise indicated. Data were analyzed using the unpaired t-tests (Mann-Whitney) or paired t-tests for comparison between two groups or ANOVA for comparison among multiple groups as appropriate. Differences were considered statistically significant when *p*<0.05.

## Results

### Both Nrp-1 and Helios Were Highly Expressed in iTreg Subset

Current studies debate the value of Nrp-1 and Helios specificity on tTreg. Using Foxp3^gfp^ reporter mice, we systematically investigated their expression profile. Nrp-1 was expressed on CD4^+^T, DC, and NK cells, which was consistent with similar findings in the reference (25), while Helios was mostly expressed on CD4^+^T cells (**Supplemental Figure 1**). Among CD4^+^T cells in the thymus, Nrp-1 was exclusively expressed in CD4^+^Foxp3^+^T cells albeit its level was a little lower than that of Helios. However, Helios was also expressed on CD4^+^Foxp3^-^T cells (**Supplemental Figure 2**), thus, Nrp-1 would be better to identify tTreg than Helios.

We also studied the expression of Nrp-1 and Helios in the peripheral lymph tissues. As shown in **Supplemental Figures 2A, C**, similar levels of Nrp-1 were observed in CD4^+^Foxp3^+^T cells isolated from the lymph node, spleen, and circulating blood compared to the thymus. Helios was also substantially expressed on peripheral CD4^+^Foxp3^+^ cells. Given that peripheral CD4^+^Foxp3^+^ Treg could be mixed with tTreg and pTreg, Neither Nrp-1 nor Helios may distinguish nTreg from pTreg cells.

We found that Nrp-1 and Helios were both negative on naïve CD4^+^T cells. After T cell receptor (TCR) stimulation, 12% of CD4^+^T cells expressed Helios, but Nrp-1 was lower-expressed on activated CD4^+^T cells. After treatment with TGF-β, >75% of CD4^+^T cells expressed Foxp3 that was considered as iTreg. 55% of iTreg expressed Helios and 87% were both Nrp-1^+^Foxp3^+^CD4^+^T (**Figure 1A**). Both Nrp-1 and Helios were hardly expressed on Th1, Th2, and Th17 cells differentiated *in vitro*. Nrp-1 expression increased after 2 days of culture *in vitro*, and was still higher-expressed in iTreg *in vitro* after 13 days (**Figure 1B**).

**Figure 1:**
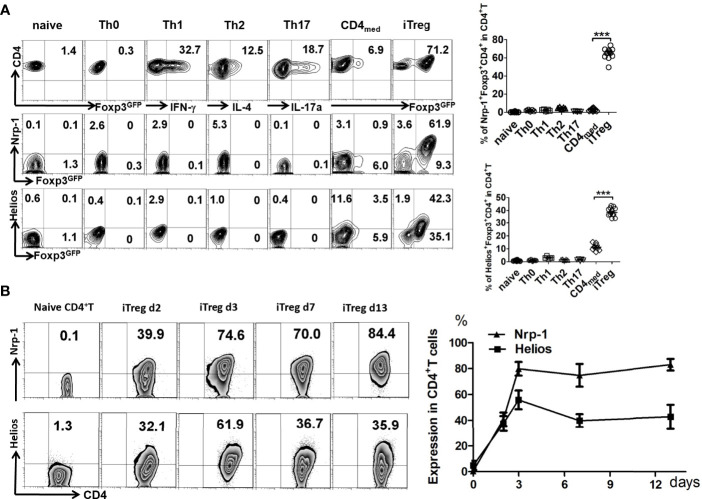
Nrp-1 was highly expressed in induced CD4^+^ Treg *in vitro*. **(A)** The expression of Nrp-1 and Helios were measured in naïve CD4^+^T cells, Th0, Th1, Th2, Th17, CD4_med_, or iTreg by flow cytometry. Nrp-1, Helios, and Foxp3-GFP were analyzed together. Representative FACS plots and the summarized data (right) of three separated experiments were shown. (***p<0.001). **(B)** Dynamic Nrp-1 and Helios expression in iTreg cells *in vitro at different days.* Representative data was presented.

### Nrp-1^+^ iTreg Was More Stable Than Nrp-1^-^ iTreg *In Vitro* and *In Vivo*

Given that Nrp-1 was highly expressed on iTreg but not activated CD4^+^ cells, we chose to determine the biological significance of Nrp-1 expression on iTreg. Foxp3 stability is closely associated with Treg functionality, we therefore compared the stability of two cell populations *in vitro* and *in vivo*. Firstly, iTreg was induced and then the Nrp-1^+^ and Nrp-1^-^Foxp3^+^ subsets were sorted and re-stimulated with TCR and IL-2 *in vitro*. The Foxp3 level of Nrp-1^+^iTreg was almost maintained from day 4 to day 7, while Nrp-1^-^iTreg significantly lost Foxp3 on day 7. Neither population produced IL-17A, however, Nrp-1^-^ but not Nrp-1^+^iTreg began to produce IFN-γ (**Figure 2A**).

**Figure 2:**
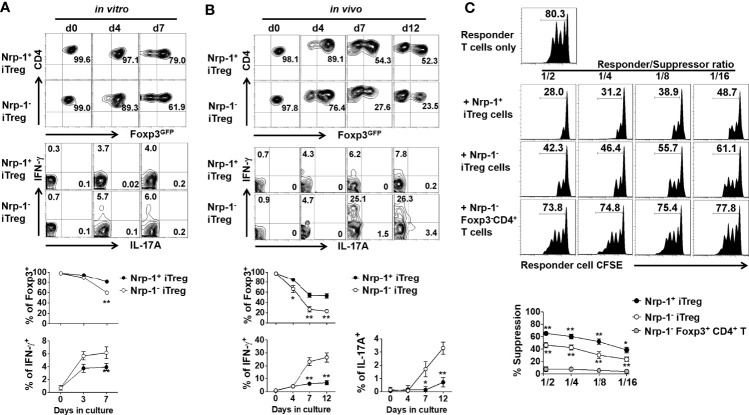
Foxp3-GFP^+^Nrp-1^+^iTreg was more stable *in vitro* and *in vivo with* a prior suppression *in vitro*. **(A)** Foxp3-GFP^+^Nrp-1^+^iTreg and Foxp3-GFP^+^Nrp-1^-^iTreg were sorted from iTreg, and then cultured with CD3CD28 beads (cells/beads 1/5)+rhIL-2 (10ng/ml) for several days *in vitro*. Cells were harvested at indicated days; Foxp3-GFP, IFN-γ, and IL-17a were measured on GFP^+^Nrp-1^+^iTreg and GFP^+^Nrp-1^-^iTreg by FACS. Representative FACS plots and the summarized data of three separated experiments were shown. **(B)** GFP^+^Nrp-1^+^iTreg and GFP^+^Nrp-1^-^iTreg were transferred into Rag1^-/-^ mice. Mice were sacrificed, spleen cells were harvested at indicated days; Foxp3-GFP, IFN-γ, and IL-17a were measured on GFP^+^Nrp-1^+^iTreg and GFP^+^Nrp-1^-^iTreg by FACS. Representative FACS plots and the summarized data of three separated experiments were shown. The data indicated Mean ± SEM of two separate experiments (n=6) (*p<0.05, **p<0.01). **(C)** Freshly isolated T cells (responder cells) labeled with CFSE were stimulated with anti-CD3 mAb (0.025 μg/mL) and irradiated APCs (30 Gy, 1:1 ratio) for 3 days, with or without Foxp3GFP^+^Nrp-1^+^iTreg or Foxp3GFP^+^Nrp-1^-^iTreg or Foxp3GFP^-^Nrp-1^-^CD4^+^T cells. (The ratio of Treg: T cells was 1:2-1:16) T-cell proliferation was determined by the CFSE dilution rate after 3 days of culture. The data indicate the Mean ± SEM of 3 separated experiments (*p<0.05, **p<0.01).

We further evaluated the stability of these two subsets *in vivo*. Both the Nrp-1^+^ and Nrp-1^-^ iTreg subsets were adoptively transferred into Rag1^-/-^ mice, and we observed that Nrp-1^+^ iTreg had a high Foxp3 expression on day 4, which was maintained at 52.3% on day 12 after cell transfer. Conversely, Nrp-1^-^ iTreg significantly reduced Foxp3 on day 4 and dramatically lost Foxp3 expression between days 7-12 after cell transfer. Few Nrp-1^+^iTreg produced IFN-γ but not IL-17A; conversely, 25-30% of Nrp-1^-^ iTreg produced IFN-γ, and 3-4% produced IL-17A (**Figure 2B**).

### Nrp-1^+^ iTreg Displayed Superior Functional Activity *In Vitro* and *In Vivo*

In order to determine the functional significance of Nrp-1 expression on iTreg, we compared the suppressive activity of both iTreg subpopulations. Using a standard *in vitro* suppression system as previously described (26), the suppression exerted by the Nrp-1^+^iTreg against T cell proliferation was superior to the Nrp-1^-^ iTreg subset at the ratios (Treg to T effector cells) of 1:2 to 1:16 (**Figure 2C**).

We further developed an *in vivo* colitis model (23) to validate this result. Four CD4^+^T cell populations including Nrp-1^+^ and Nrp-1^-^ iTreg; Nrp-1^+^GFP^-^ and Nrp-1^-^GFP^-^ cells were co-transferred with naïve CD4^+^CD45RB^hi^ T cells to Rag1^-/-^ mice. As expected, two GFP^-^ cell populations failed to suppress colitis, but both iTreg subpopulations displayed suppression. However, Nrp-1^+^iTreg almost completely suppressed the onset and progression of colitis including weight loss and intestine inflammation pathology with a significantly better effect than Nrp-1^-^iTreg (**Figures 3A** **–C**). Accordingly, neither GFP^-^ cells suppressed Th1 and Th17 development, while both iTreg subsets significantly suppressed the development of two pathogenic cells (**Figure 3D**). Consistently, Nrp-1^+^iTreg had a more potent ability to suppress Th1/Th17 cells in colitis (**Figure 3D**). Eight weeks after transfer with naïve CD4^+^CD45RB^hi^ T cells into Rag1^-/-^ mice, Nrp-1^+^iTreg itself maintained relatively higher Foxp3 expression than Nrp-1^-^iTreg. Furthermore, Nrp-1^+^iTreg had lower expression of IFN-γ and IL-17a (**Figure 3E**). It suggested that Nrp-1^+^iTreg suppressed the T cell-mediated intestinal inflammation with stronger stability in the inflammatory milieu *in vivo*.

**Figure 3:**
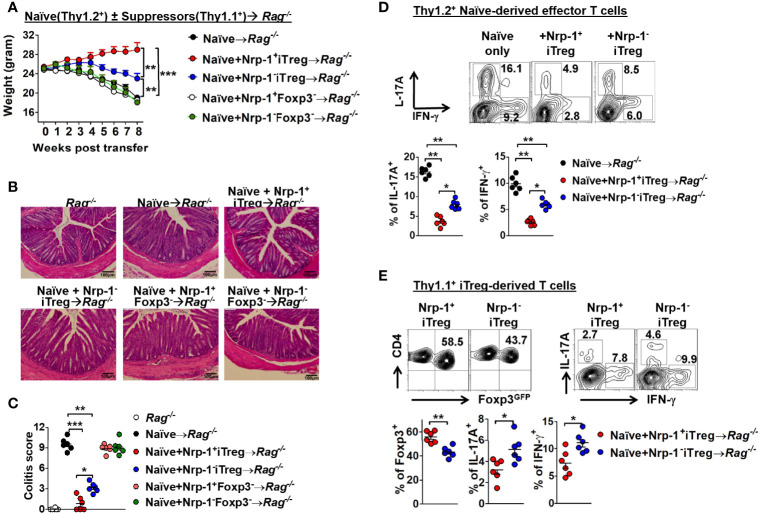
Foxp3-GFP^+^Nrp-1^+^iTreg had prior suppression than Foxp3-GFP^+^Nrp-1^-^iTreg *in vivo.* C57BL/6 Rag1^-/-^ mice were transferred with 4x10^5^ CD4^+^CD25^-^CD45RB^hi^ T cells from C57BL/6 WT mice. Thy1.1 GFP^+^Nrp-1^+^iTreg or GFP^+^Nrp-1^-^iTreg or GFP^-^Nrp-1^+^CD4^+^T or GFP^-^Nrp-1^-^CD4^+^T cells were co-transferred with congenetic CD4^+^CD25^-^CD45RB^hi^ T cells into rag1^-/-^ mice. **(A)** Representative weight loss curve, shown as a percentage of initial weight. **(B, C)** Intestinal inflammation scores for the colon. **(D)** IFN-γ and IL-17a were detected in CD4^+^T cell derived from Thy1.2^+^ naïve T cells in the mesenteric lymph node (MLN). **(E)** Foxp3-GFP, IFN-γ, and IL-17a were detected in GFP^+^Nrp-1^+^iTreg or GFP^+^Nrp-1^-^iTreg from MLN; data were summarized (below). The data indicate the Mean ± SEM of 3 separated experiments (n=6 mice/group) (*p<0.05, **p<0.01, ***p<0.001).

### Nrp1^+^ iTreg and Nrp1^-^ iTreg Were Distinct Types by RNA Sequence Analysis

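RNA was sequenced from Foxp3-RFP+ iTreg, which are regulatory T cells induced in culture from naive mouse CD4+ T cells with TGF-β at 2 ng/ml, and which carry a red fluorescent reporter of Foxp3. The cells were sorted into Nrp-1+ iTreg and Nrp-1- iTreg, with 4 libraries in each group, labelled as biological replicates 1 to 4. The paper's methods give day 3 for the sort and IL-2 at 10 ng/ml, whereas the sample labels give day 5 in one field, 3 days of culture in another, and IL-2 at 50 U/ml. The library kit also differs between the paper, which names a directional kit with polyA selection, and the labels, which name another kit. The nTreg libraries were not analysed here. The authors processed the reads on the CLC Genomics Workbench and deposited FPKM calculated with Cufflinks, 1 value per gene symbol and library, for 23361 genes, of which 7072 were listed at 0 in all 8 libraries. The genome build is not named in the paper's text, so genes are given by symbol and without coordinates. Read counts were not used, but in low genes the FPKM values of 2 libraries stood in the ratio of small whole numbers times a fixed factor for 65.6% to 69.1% of the genes compared, against 5.47% to 6.67% for shifted factors, and that factor gives the relative depth. Set to 1 for replicate 1 of Nrp-1+ iTreg, the depth ranged from 0.994 to 1.22 (median 1.00) in Nrp-1+ iTreg and from 0.810 to 1.24 (median 1.00) in Nrp-1- iTreg. The variance among the 4 libraries of a group was 2.11 times that of fragment sampling in Nrp-1+ iTreg and 2.15 times in Nrp-1- iTreg, over 366 and 360 genes with a single transcript in the GENCODE M21 annotation, whose length gave approximate fragment numbers. The values thus gave no sign of a library deposited more than once, and each library was counted on its own, although this ratio does not tell separate cultures from separate preparations of the same culture. FPKM values were used as deposited and tested by limma on log2(FPKM + 1) over the 10467 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of low genes. MicroRNA and other short RNA genes held from 1.77% to 43.9% of the summed FPKM of a library.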

Next, we performed an RNA sequence analysis. 

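Principal component analysis was performed on log2(FPKM + 1) of the 9706 genes with a mean FPKM of at least 2, centred and not scaled, over the 4 Nrp-1+ iTreg and 4 Nrp-1- iTreg libraries. PC1 held 47.7% of the variance and did not separate the groups (exact two-sided permutation test of the mean score, p = 0.714), with scores from -34.2 to 46.2 in Nrp-1+ iTreg and from -37.0 to 25.7 in Nrp-1- iTreg. PC2 held 14.3% of the variance, and every Nrp-1+ iTreg library (8.43 to 21.0) had a higher score than every Nrp-1- iTreg library (-18.0 to -14.9). The exact permutation p for PC2 was 0.0286, the smallest that 4 libraries against 4 allow, and 0.0857 after Benjamini-Hochberg adjustment over the 3 components tested. The 258 short RNA genes among those used, 2.66% of the genes, carried 98.5% of the squared loadings of PC1. Without the short RNA genes, a setting chosen after the data were examined, PC1 held 66.2% of the variance and separated the groups (exact permutation p = 0.0286), with scores from -12.1 to -11.6 in Nrp-1+ iTreg and from 11.5 to 12.2 in Nrp-1- iTreg. PC1 also separated the groups when genes were scaled to unit variance, with 47.4% of the variance (exact permutation p = 0.0286). With the mean of each replicate number removed as a replicate block, PC1 held 55.1% of the variance and did not separate them, whereas PC2 held 20.4% and did. Removing these means leaves same-numbered libraries with mirrored scores, so only exchanges within the 4 pairs could be tested, and the exact two-sided sign-flip permutation p was 0.875 for PC1 and 0.125 for PC2, the latter the smallest that 4 pairs allow.

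**Figure D1:**
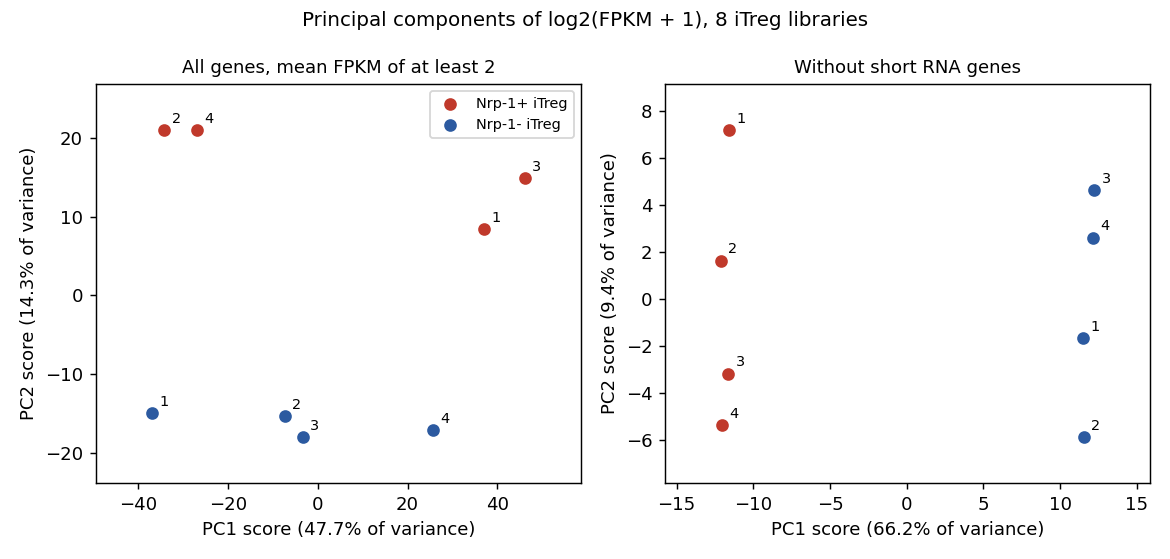
Scores on PC1 and PC2 of the 8 iTreg libraries, with all genes of a mean FPKM of at least 2 (left) and without short RNA genes (right). Points are libraries, numbered by replicate and coloured by group, and the groups part along PC2 on the left (14.3% of the variance) and along PC1 on the right (66.2%).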

The principal component analysis revealed that nTreg, Nrp1^+^ iTreg, and Nrp1^-^ iTreg were distinct types (**Figure 4A**). Different gene numbers are detected with more than 2 FC in Nrp1^+^ iTreg or Nrp1^-^ iTreg *vs.* nTreg. Nrp1^+^ iTreg and Nrp1^-^ iTreg gene numbers are shared or distinct (**Figure 4B**). 

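Between Nrp-1+ iTreg and Nrp-1- iTreg, 16 genes were at least 2-fold higher and 4 at least 2-fold lower in Nrp-1+ iTreg with an adjusted p under 0.05 by limma. At any fold change, 2189 genes were higher and 2093 lower, which is 40.9% of the genes tested. The median change among these 4282 genes was 0.22 on the log2 scale, or 16.7%, and 593 of them changed by at least 0.5. By the exact two-sided Mann-Whitney test on FPKM with a ratio of group means of at least 2, 89 genes were higher and 3 lower at an unadjusted p under 0.05. This test passes only genes whose groups do not overlap, which was the case for 4139 genes at any ratio, or 39.5%, where chance gives 2.86%. The count of 2-fold changes by limma moved most with the way the fold was computed: with the ratio of group mean FPKM in place of the log2(FPKM + 1) scale, 89 genes were higher and 4 lower by limma. With the replicate number as a block in the limma fit, 1931 genes were higher and 1675 lower, and the 2-fold counts were again 16 and 4. Libraries with the same number did not deviate together, since the correlation of their deviations from the group means averaged -0.26 over all tested genes and -0.07 without short RNA genes. The genes with the largest increase whose groups did not overlap were Nrp1, H1fx (log2 fold change 1.29, standard error 0.11, adjusted p = 4.13e-05 by limma), Prok1 (1.22), 1700007K13Rik (2.95 FPKM against 0.719 FPKM) and Hist1h2bj (1.17). Only Snord22 (log2 fold change -3.43) and Gm14085 (-1.21) met the same rule as decreases. Hist1h2bj belongs to a family of near-identical histone genes whose reads the authors' processing could have divided, and Snord22 is a short RNA gene that was listed at 0 in 2 Nrp-1+ iTreg libraries, so both are uncertain.

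**Figure D2:**
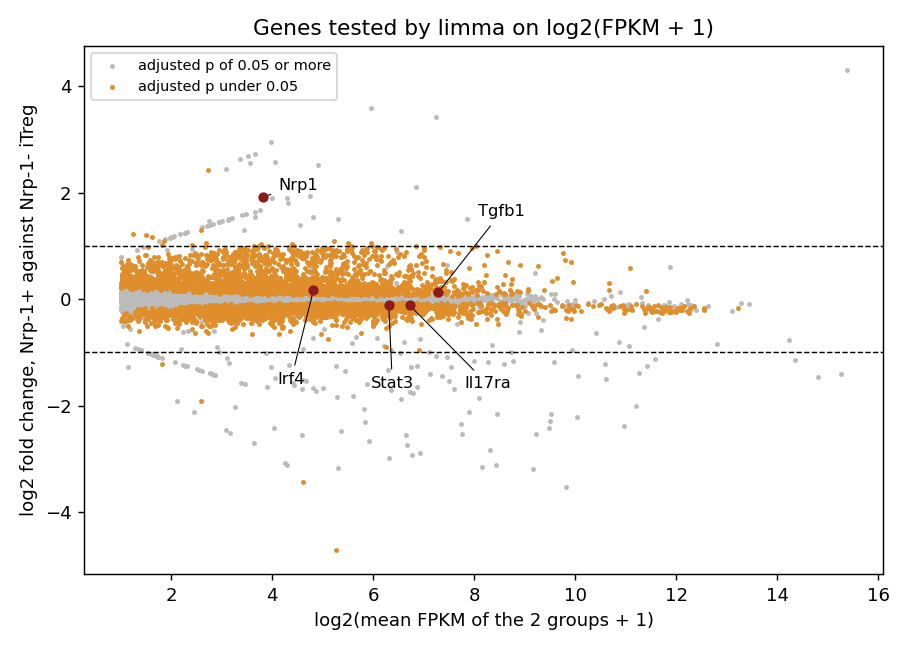
Log2 fold change of each tested gene on the log2(FPKM + 1) scale against the log2 of its mean FPKM over the groups plus 1. Each point is a gene, orange where the adjusted p by limma was under 0.05, dashed lines mark 2-fold changes, and of the 5 genes named in the plot only Nrp1 lies outside them.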

We identified the top 50 significantly altered genes (FC≥2) in Nrp1^+^ iTreg vs Nrp1^-^ iTreg. Interestingly, interferon regulatory factor 4 (IRF4) and TGFB1 were increased in the Nrp-1^+^iTreg, while the signal transducer and activator of transcription 3 (STAT3), and interleukin 17 Receptor A (IL17RA) were highly expressed in Nrp-1^-^iTreg (**Figures 4C, D**).

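Nrp1, on whose protein the cells were sorted, was at 21.5 ± 0.709 FPKM (SD, n = 4) in Nrp-1+ iTreg and 4.95 ± 0.262 FPKM (SD, n = 4) in Nrp-1- iTreg, a difference of 16.5 FPKM (exact two-sided permutation test, p = 0.0286) and a log2 fold change of 1.92 (standard error 0.04, adjusted p = 1.35e-07 by limma). Irf4 was at 28.8 ± 0.598 FPKM (SD, n = 4) in Nrp-1+ iTreg and 25.6 ± 1.17 FPKM in Nrp-1- iTreg, an increase of 12.6% with an adjusted p of 0.00584 by limma. Tgfb1 was at 162.2 ± 2.45 FPKM against 148.4 ± 4.51 FPKM, an increase of 9.33% (adjusted p = 0.00480). Stat3 was at 75.2 ± 1.06 FPKM against 81.4 ± 1.53 FPKM, a change of -7.62% (adjusted p = 0.00329), and Il17ra at 100.6 ± 2.59 FPKM against 109.0 ± 1.73 FPKM, a change of -7.73% (adjusted p = 0.00557). In all 4 genes the groups did not overlap, and the differences were larger than the spread between replicates but far below 2-fold. By size of change, Irf4 ranked 2999, Tgfb1 3644, Il17ra 3857 and Stat3 3889 among the 4282 genes with an adjusted p under 0.05. With the replicate block, the adjusted p by limma was 0.0334 for Irf4, 0.0309 for Tgfb1, 0.0256 for Stat3 and 0.0348 for Il17ra. With quantile normalization the adjusted p of Tgfb1 was 0.0620. From the lower IL17RA and STAT3 in Nrp-1+ iTreg, which it relates to Th17 cell differentiation, the paper proposes in its discussion that these cells may exhibit non-plasticity in an inflammatory milieu, and from the higher TGFB1 it proposes a positive loop with Nrp-1.

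**Figure D3:**
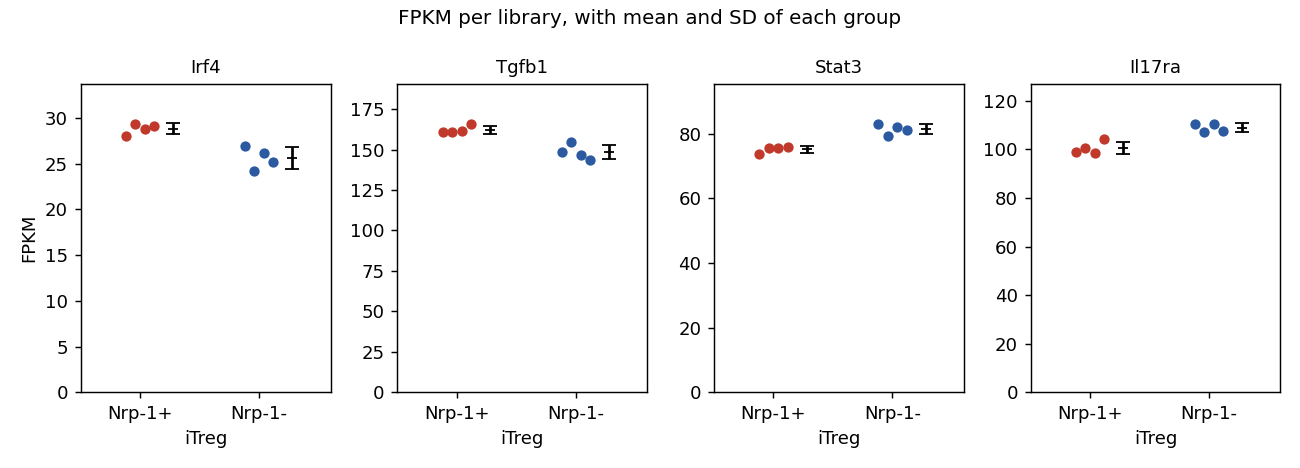
FPKM of Irf4, Tgfb1, Stat3 and Il17ra in each library, on axes that start at 0. Points are libraries, and bars to their right give the mean and SD of the 4 libraries of each group; the groups of each gene are separate and differ by at most 12.6%.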

**Figure 4:**
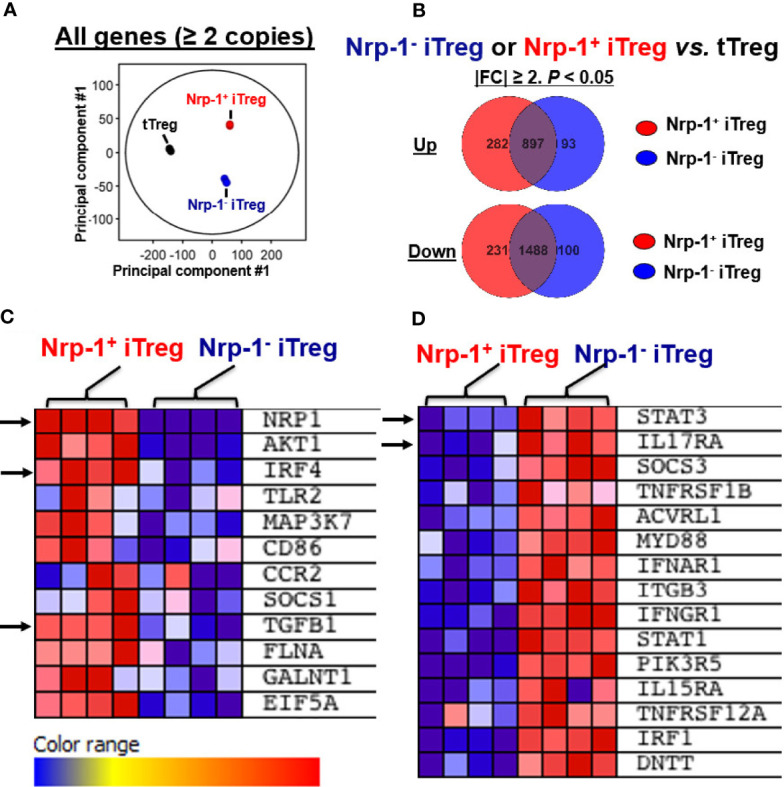
Nrp1^+^iTreg and Nrp1^-^iTreg are distinct by RNA sequence analysis. **(A)** Principal component analysis revealed that nTreg (3 replicates), Nrp1^+^iTreg (4 replicates), and Nrp1^-^iTreg (4 replicates) are distinct. **(B)** Different gene numbers are demonstrated with more than 2 fold changes (FC) in Nrp1^+^iTreg or Nrp1^-^iTreg *vs.* nTreg. Nrp1^+^iTreg and Nrp1^-^iTreg gene numbers are shared or distinct by Mann-Whitney unpaired analysis (*p*<0.05). **(C, D)** some significantly altered genes (|FC|≥1, *p*<0.05) in Nrp1^+^iTreg vs Nrp1^-^iTreg were shown by Gene Set Enrichment Analysis (GSEA).

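Of the 12 genes drawn in Figure 4C, all 12 had a higher mean in Nrp-1+ iTreg, 8 of them with an adjusted p under 0.05 by limma over all tested genes and 9 with adjustment over the 27 drawn genes alone. Of the 15 genes in Figure 4D, all 15 had a lower mean, 13 with an adjusted p under 0.05 over all tested genes and 15 over the drawn genes alone. With the replicate number as a block, 7 and 12 genes passed. Apart from Nrp1, no drawn gene changed 2-fold. The legend gives the threshold for the drawn genes as |FC|≥1 and does not state whether it is on the log2 scale. Only on that scale would it call for a 2-fold change. Among the genes of Figure 4C that passed, the largest increases after Nrp1 were those of Akt1 (13.3%, adjusted p = 0.000561) and Irf4. The genes that did not pass were Tlr2 (adjusted p = 0.211), Cd86 (0.214), Ccr2 (0.416) and Socs1 (0.0749). In Figure 4D the largest decreases were those of Dntt (-25.5%, adjusted p = 0.000660) and Irf1 (-22.7%, adjusted p = 1.02e-05), and those that did not pass were Il15ra (-21.2%, adjusted p = 0.0691) and Tnfrsf12a (-22.4%, adjusted p = 0.0518). The interferon receptor genes Ifngr1 (-15.8%) and Ifnar1 (-11.3%) were lower with no overlap between the groups.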

### IL-10 May Account for the Superior Functional Activity of Nrp-1^+^ iTreg *In Vitro*

The inhibitory effect of Treg is partly dependent on IL-10. We also tested IL-10 and IL-10R expression in iTreg. In the resting state, Nrp-1^+^iTreg and Nrp-1^-^iTreg lowly expressed IL-10 (not shown). After resting for 4 days and reculturing with IL-2 or IL-27 that can promote the IL-10 expression in CD4^+^T cells (27), IL-10 and IL-10R were higher in Nrp-1^+^iTreg than in Nrp-1^-^iTreg (**Figures 5A, B**). IL-10R expression was also much higher in resting Nrp-1^+^iTreg than in Nrp-1^-^iTreg (**Figure 5B**).

**Figure 5:**
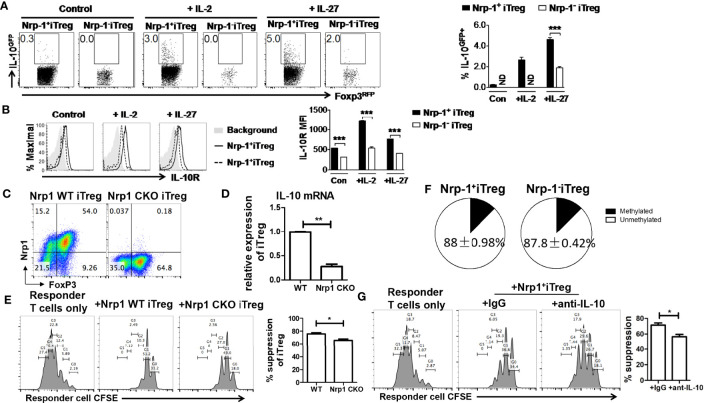
IL-10 may be account for a superior functional activity of Nrp-1^+^ iTreg *in vitro*. **(A, B)** After resting for 4 days, Nrp-1^+^iTreg and Nrp-1^-^iTreg were restimulated with mitomycin-C treated APC (Rag-/-) in the presence of 1 ug/ml anti-CD3/28. Cells were analyzed ~50 hours post restimulation. Control: no supplemental cytokines; +IL-2: + 40U/ml rh-IL-2; +IL-27: + 20ng/ml rm-IL-27. Cells were analyzed ~ 50 hours post restimulation. IL-10 and IL-10R were measured in Nrp-1^+^iTreg and Nrp-1^-^iTreg. **(C–E)** CD4^cre^/Nrp1^flox/flox^ mice were generated to conditional knockout Nrp-1 (Nrp-1 CKO) in CD4^+^T cells. CD4^cre^ mice were set as wild-type (WT) control. Nrp-1 CKO iTreg and WT iTreg were generated from naïve CD4^+^T cells in Nrp-1 CKO and Nrp-1 WT mice respectively. Foxp3 expression was equivalent in Nrp-1 CKO iTreg and WT iTreg. IL-10 mRNA expression was much higher in WT iTreg than that in Nrp-1 CKO iTreg (n=5). There was an inferior functional activity of Nrp-1 CKO iTreg in suppressing CD8^+^T cells (Ratio 1/1) *in vitro* (n=5) by an analysis of flow-based suppression assay. Representative plots and the summarized data of different experiments were shown. The data indicate the Mean ± SEM of 3 separated experiments (*p<0.05, **p<0.01, ***p<0.001). **(F)** The methylation levels were detected by primers designed for the TSDR region in Nrp-1^+^iTreg (n=4) and Nrp-1^-^iTreg (n=4). Nrp-1^+^iTreg and Nrp-1^-^iTreg had similar DNA methylation. **(G)** Anti-IL-10 antibody or IgG were added in the suppression system of Nrp-1^+^iTreg against CD8^+^T cells (Ratio 1/1) *in vitro* (n=4) by an analysis of flow-based suppression assay (*p<0.05).

We further generated CD4^cre^/Nrp1^flox/flox^ mice to conditional knockout Nrp-1 (Nrp-1 CKO) in CD4^+^T cells. CD4^cre^ mice were set as wild-type (WT) control. We found that Foxp3 expression was equivalent in Nrp-1 CKO iTreg and WT iTreg (**Figure 5C**). However, IL-10 mRNA expression was much higher in WT iTreg than that in Nrp-1 CKO iTreg (**Figure 5D**), Nrp-1 CKO iTreg had an inferior functional activity *in vitro* (**Figure 5E**). Furthermore, blocking experiments demonstrated that anti-IL-10 antibody impaired the suppression of Nrp-1^+^iTreg against the proliferation of CD8^+^T cells *in vitro* (**Figure 5G**).

## Discussion

Two important works found that Nrp-1 is expressed at high levels on most nTreg; in contrast, its expression levels in mucosa-generated iTreg and other noninflammatory iTreg were lower (4, 5). Abundant Nrp-1-expressing Treg was found within tumors and inflamed tissues (4). We showed that Nrp-1 was higher-expressed in CD4^+^Foxp3^+^T cells from the lymph node, spleen, and blood, while relative lower-expressed in CD4^+^Foxp3^+^T cells from the thymus. This will raise a question of why Nrp-1 is selectively higher-expressed in peripheral lymphoid organs, but not really in thymus nTreg. A recent research found that Nrp-1 could not identify the nTreg of intrathymic origin by analyzing the T cell repertoire (28). Nrp-1 was abundant among Tregs in peripheral and mesenteric lymph nodes as well as the colon. Some induced Tregs mixed in peripheral CD4^+^Foxp3^+^T cells may be one answer to this question: Is Nrp-1 a marker for induced Treg?

We demonstrated that Nrp-1 expression increased after 2 days of culture *in vitro*, and was still higher-expressed in TGF-β-iTreg (cultured in the presence of TGF-β, TCR, and IL-2) *in vitro* days 13; however, Nrp-1 was lower-expressed in CD4_med_T cells (presence of TCR and IL-2). Weiss, et al. confirmed that Nrp-1 was upregulated in TGF-β-induced Treg *in vitro*, but this was thought of as a transient phenomenon. They induced iTreg cultured with plate-bound anti-CD3 and anti-CD28, IL-2, and TGF-β, and cells were transferred to new wells on day 3. Nrp-1 expression was reduced after the withdrawal of TGF-β (4). They demonstrated the TGF-β mediated control on Nrp-1 expression *via* differentiation of T helper cells using different TGF-β conditions as well as by using TGF-β receptor II conditional knockout mice (4). We further found that the TGF-β signal inhibitor (ALK5i) shut down the Nrp-1 expression in iTreg *in vitro* (**Supplemental Figure 3**). Another group reported that Nrp-1 was lower expressed on iTreg *in vivo* and *in vitro (* 5); they generated iTreg using CD4^+^CD25^-^Foxp3^-^T cells stimulated *in vitro* with anti-CD3 plus anti-CD28 or with irradiated spleen cells in the presence of TGF-β. Meanwhile, IL-2 was not added in their protocol (5). We induced iTreg using IL-2, TGF-β, and anti-CD3/CD28 beads, which can supply instant TCR signals to allow iTreg to survive. IL-2 signaling was important for Nrp-1 expression in Treg (29). It suggested TGF-β can promote the expression of Nrp-1 in iTreg based on TCR and IL-2 signaling. Recent studies demonstrated that TGF-β can also promote the expression of Nrp-1 in lung type II innate lymphoid cells (ILC2) (30). TGF-β can induce the expression of transcription factor SP1 (31), which can upregulate Nrp-1 expression by binding to the Nrp-1 promoter (32). We therefore speculate that Nrp-1 expression in iTreg may be under the control of TGF-β through SP1.

Herein, we demonstrated that Nrp-1^+^iTreg is more stable *in vivo* and *in vitro*, even in an inflammatory state, resistant to conversion to Th1 and Th17 cells, gaining a strong suppressive activity. The DNA demethylation of conserved element within the Foxp3 locus named TSDR (Treg-specific demethylated region) was related to the stability of Treg cells. This region of nTreg is in a non-methylated state, but highly methylated in iTreg (33). The methylation levels were detected by primers designed for the TSDR region, and we found that Nrp-1^+^iTreg and Nrp-1^-^iTreg had a similar DNA methylation (**Figure 5F**), suggesting that the methylation of Foxp3 did not determine the stability of Nrp-1^+^iTreg. The semaphorin-4a(Sema4a)/Nrp-1 interaction recruited phosphatase and tensin homolog (PTEN) and suppressed Akt, consequently maintaining nTreg stability (34). However, this was unknown in iTreg.

Previous studies have confirmed that TGF-β promotes downstream SMAD2/3 phosphorylation and Foxp3 expression through its receptors (Tβ RI and Tβ RII), thus maintaining iTreg stability. Nrp-1 was similar to TGF-β receptors Tβ RI and Tβ RII. Nrp-1 has an affinity for two receptors, acting as a co-receptor for TGF-β to enhance the TGF-β signaling (35). Chuckran, et al. found that Nrp-1 can promote hepatocellular inflammation and fibrosis *via* the TGF-β-mediated SMAD signaling pathway (25). 

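In single libraries, Tgfb1 ranged from 160.8 to 165.9 FPKM in Nrp-1+ iTreg and from 143.7 to 154.5 FPKM in Nrp-1- iTreg. Replicate 4 of Nrp-1+ iTreg held the highest value, and the other 3 libraries of that group lay between 160.8 and 161.5 FPKM. With each library left out in turn, the log2 fold change stayed between 0.11 and 0.15 and the adjusted p by limma between 0.00224 and 0.0155. A correction for GC content and transcript length was chosen after the data were examined. With it alone, the log2 fold change was 0.10 (adjusted p = 0.0170 by limma). With the replicate block added, it was again 0.10 (adjusted p = 0.0719 by limma). The correction also moved the median of all tested genes from -0.016 to -0.046. Over 16 tested genes of a short list of TGF-β response genes, the median log2 fold change was 0.10, with 9 genes higher and 7 lower in Nrp-1+ iTreg. Of these, 8 were higher and 3 lower with an adjusted p under 0.05 by limma, and 11 passed with adjustment over the list alone. No shift of the list relative to the other tested genes was found (adjusted p = 0.387 over 6 gene lists by the camera test in limma, and 0.338 with the replicate block). That test looks for a shift in 1 direction, so it does not show that the genes were unchanged. Its median depended on the setting. It was 0.014 over 20 genes without the filter on mean FPKM, and 0.035 with replicate 3 of Nrp-1+ iTreg left out. The highest median over the 21 alternatives was 0.13, and the camera adjusted p ranged from 0.289 to 0.635.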

We found that TGF-β1 mRNA expression was increased in Nrp-1^+^iTreg by RNAseq analysis. This may create a positive loop, in which Nrp-1^+^iTreg displays higher TGF-β signaling, further supporting the Nrp-1 function. Nrp-1 may further promote the stability of iTreg *via* the TGF-β-mediated SMAD signaling. On the other hand, Nrp-1^-^iTreg lacks the positive loop mechanism and responds to TGF-β without the enhancement. Mechanistically, the Nrp-1 may serve as a coordinator, which is also important for TGF-β-induced iTreg.

It was reported that iTreg is resistant to Th17 conversion by IL-6 under inflammatory state, because IL-2 and TGF-β downregulate IL-6 receptor expression and IL-6 signaling (26). Our RNAseq analysis demonstrated that IL17RA and STAT3 (downstream of IL-6 signaling), which was related to Th17 cell differentiation, were lower-expressed in Nrp-1^+^iTreg. This suggested that Nrp-1^+^iTreg may exhibit non-plasticity in an inflammatory milieu.

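Stat3 ranged from 73.6 to 75.9 FPKM in the Nrp-1+ iTreg libraries and from 79.5 to 83.1 FPKM in the Nrp-1- iTreg libraries, and Il17ra from 98.7 to 104.2 FPKM and from 107.3 to 110.5 FPKM. With each library left out in turn, the adjusted p by limma stayed between 0.00382 and 0.0109 for Stat3 and between 0.00202 and 0.0181 for Il17ra. Over 7 tested genes of a short list of Th17 genes, which includes Stat3 and Il17ra, the median log2 fold change was -0.11, with 5 genes lower in Nrp-1+ iTreg and 4 of these with an adjusted p under 0.05 (adjusted p = 0.284 over 6 gene lists by the camera test in limma, and 0.294 with the replicate block). Without the filter on mean FPKM, the median over 13 genes of the Th17 list was -0.0020 (camera adjusted p = 0.615). With a filter at a mean FPKM of 5, the median over 5 genes was -0.11 (camera adjusted p = 0.0772), which is the value of Stat3 itself. Stat3 and Il17ra, drawn by the paper from these same libraries, are among the genes of the list that passed. The list is therefore not evidence separate from these genes. Il17a was listed at 0 in all 8 libraries.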

Furthermore, we found that Nrp-1^+^iTreg displayed superior suppression against T cell proliferation *in vitro*. Nrp-1^+^iTreg could completely prevent colitis development, while Nrp-1^-^iTreg exerted only half control of colitis disease. Thus, Nrp-1^+^iTreg is a crucial subset with high suppressive activity and stability. We further found that IL-10 and IL-10R were expressed higher in Nrp-1^+^iTreg than in Nrp-1^-^iTreg. We considered that Nrp-1^+^iTreg had a suppressive function partly depending on IL-10 signaling.

Schmitt EG confirmed that iTreg controlled inflammation by producing IL-10 (36, 37). IL-10 deficiency impairs Nrp-1^+^nTreg function, promotes Th1 and Th17 response (38). One group found that the CD4^+^Nrp-1^+^T cells express greater amounts of IL-10 and show suppressive function. Sema3A, the binding receptor of Nrp-1, acted directly on CD4^+^Nrp-1^+^T cells, promoted IL-10 production, and affected their function (39). Using Nrp-1 CKO mice, we found that IL-10 mRNA expression was much higher in WT iTreg than that in Nrp-1 CKO iTreg. There was an inferior functional activity of Nrp-1 CKO iTreg *in vitro*, and the suppression of Nrp-1^+^iTreg against the proliferation of CD8^+^T cells was dependent on IL-10 *in vitro.* These results suggested that IL-10 signaling contributed to a superior functional activity of Nrp-1^+^ iTreg. Another group found that Nrp-1 KO nTreg had a deficient suppressive function and was defective in IL-10 production (40). 

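The 4 Nrp-1+ iTreg libraries held from 28.0 to 29.3 FPKM of Irf4, and the 4 Nrp-1- iTreg libraries from 24.2 to 26.9 FPKM. Leaving out each library in turn gave log2 fold changes between 0.14 and 0.19 and adjusted p values by limma between 0.00403 and 0.0190. With the correction for GC content and transcript length alone, the log2 fold change was 0.13 (adjusted p = 0.0266 by limma). With the replicate block added to that correction, it was again 0.13 (adjusted p = 0.0919 by limma).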

We further found that IRF4 was highly expressed in Nrp-1^+^iTreg by RNAseq analysis. The transcription factor IRF4, cooperating with Foxp3, plays an important role in natural Treg differentiation and function (41, 42). IRF4 regulated IL-10 expression in Treg through the remodeling of chromatin at the *IL10* locus (41). IRF4 and Nrp-1 were both functionally involved in CD8^+^T cells (25). We assume that IRF4 will enable Nrp-1^+^iTreg with a higher amount of IL-10 and stronger regulatory function.

Importantly, Nrp-1 is required for Treg to limit anti-tumor immune responses and to cure established inflammatory colitis (34, 43, 44), but is dispensable for the suppression of autoimmunity and maintenance of immune homeostasis (34). The number of nTreg is relatively small in peripheral blood, and it takes a long time to expand *in vitro* before infusion of these cells into recipients. As polyclonal cells, iTreg can be massively expanded from naïve CD4^+^T cells *in vitro*, and it is easy to obtain the number of cells in therapeutic doses, suggesting that iTreg based therapy is a good choice for the treatment of autoimmune diseases.

There are some limitations of this study. We do not complete a protein staining of TGF-β, IRF4, IL17RA, and STAT3. How does IRF4 regulate the IL-10 expression and the function of Nrp-1^+^iTreg are unknown. The role of Nrp-1 in the function of human iTreg has not been mentioned.

In all, our data confirmed that Nrp-1 is a good marker to identify functional iTreg, as Nrp-1^+^iTreg showed a greater suppressive activity and powerful function to maintain the immune homeostasis. These findings may provide a novel strategy for treating autoimmune diseases.

## Data Availability Statement

The data supporting the findings of this study are available from the corresponding author upon reasonable request. The RNA seq data presented in the study are deposited in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE201416.

## Ethics Statement

The animal study was reviewed and approved by Penn State University and Cornell University for the Use and Care of Animals. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

SZ and JL conceived the study. WC, WH, YX, YC, WQ, JM, AA, and JW performed the experiments. WC, WH, SZ, and JL analyzed the data. WC, WH, and SZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported in part by grants from Natural Science Foundation of China (82171768, 82001727), the fellowship of China Postdoctoral Science Foundation (2021TQ0377).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Neuropilin-1 Identifies a New Subpopulation of TGF-β-Induced Foxp3+ Regulatory T Cells With Potent Suppressive Function and Enhanced Stability During Inflammation
**Source:** Front Immunol. 2022 May 4;13:900139. doi: 10.3389/fimmu.2022.900139

**Supplemental Figure legends**

**Figure S1.** Nrp-1 was not exclusively expressed in CD4^+^T cells, also higher expressed in NK cells, Macrophage, 11b^+^ cells. Nrp-1 and Helios were detected in different cells from C57BL/6 Foxp3^gfp^ reporter mice. The data indicate the Mean ± SEM of 3 separated experiments.

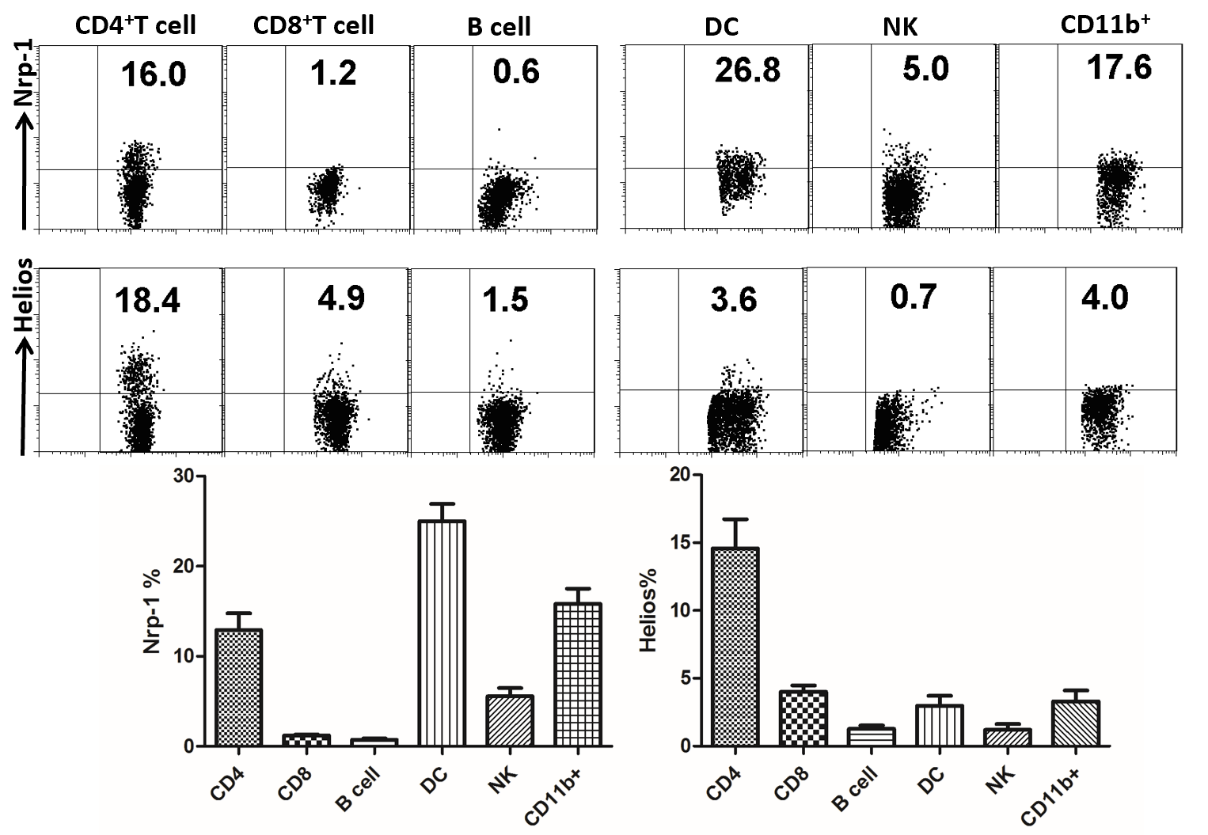

**Figure S2.** Nrp-1 was not an ideal phenotype marker for tTreg. (**A, B and C)** The expression of Nrp-1 and Helios were detected in fresh cells from thymus, lymph node (LN), spleen (SP), blood in B6 Foxp3^gfp^ mice by flow cytometry. The analysis was performed by gating CD4^+^GFP^-^ cells and CD4^+^GFP^+^ cells. Typical FACS plots (up) and summary data (below) were shown. The data indicate the Mean ± SEM of 3 separated experiments (n=6) (**p*<0.05, ***p*<0.01; Nrp-1 and Helios expression in LN, SP, or Blood cells *vs.* Thymus cells).

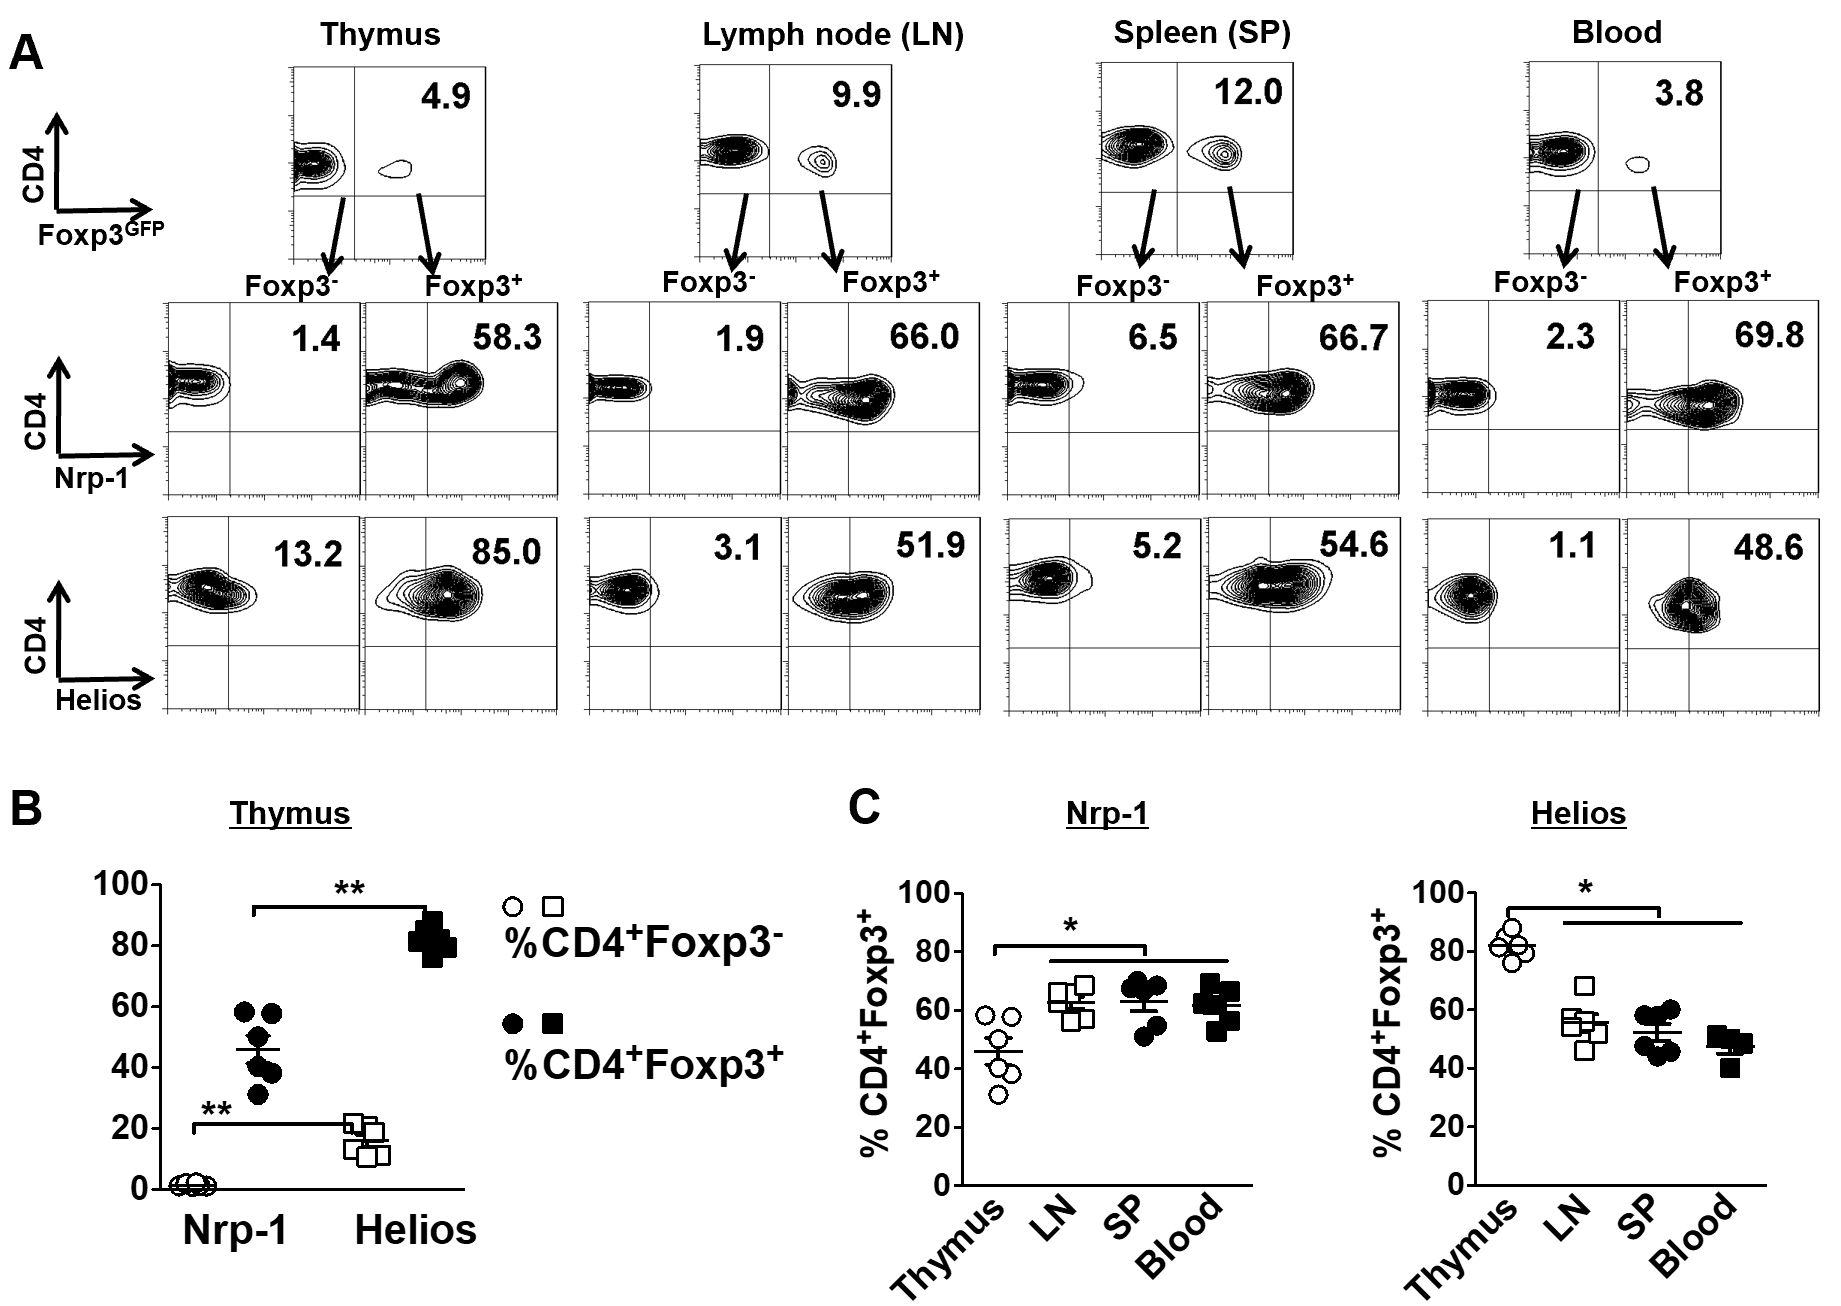

**FIGURE S3.** Nrp-1 was upregulated by TGF-β treatment on CD4^+^iTreg cells *in vitro*, not dependent on smad3 and JNK signal. **(A, B)** iTreg cells were generated from naïve CD4^+^T cells, SIS3 (3μM), JNK inhibitor (10μM), ALK5i (5μM), and DMSO were added to this culture system. The expression of Nrp-1, Helios, and Foxp3-GFP were measured by flow cytometry. Data were presented as the mean ± SEM of three separate experiments. ****p*<0.01 means treatment group *versus* DMSO group.

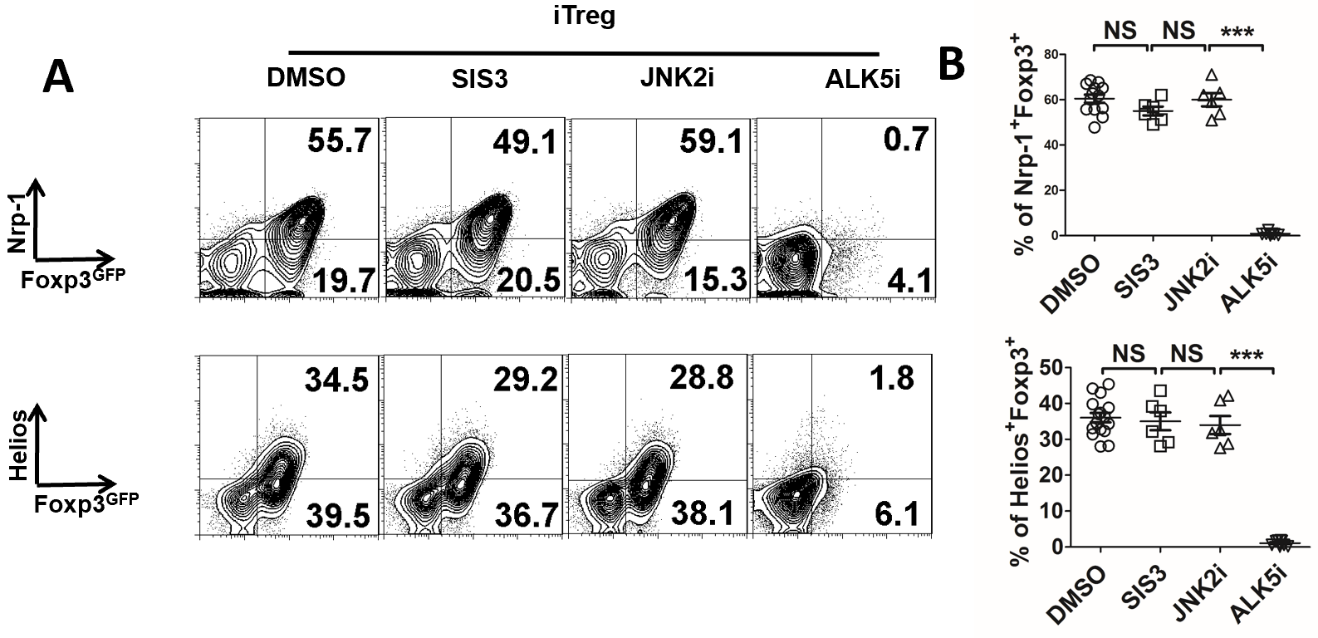

**Figure S4.** Sorting information for Foxp3-GFP^+^Nrp-1^+^iTreg, Foxp3-GFP^+^Nrp-1^-^iTreg, Foxp3-GFP^-^Nrp-1^+^CD4^+^T and Foxp3-GFP^-^Nrp-1^-^CD4^+^T cells.

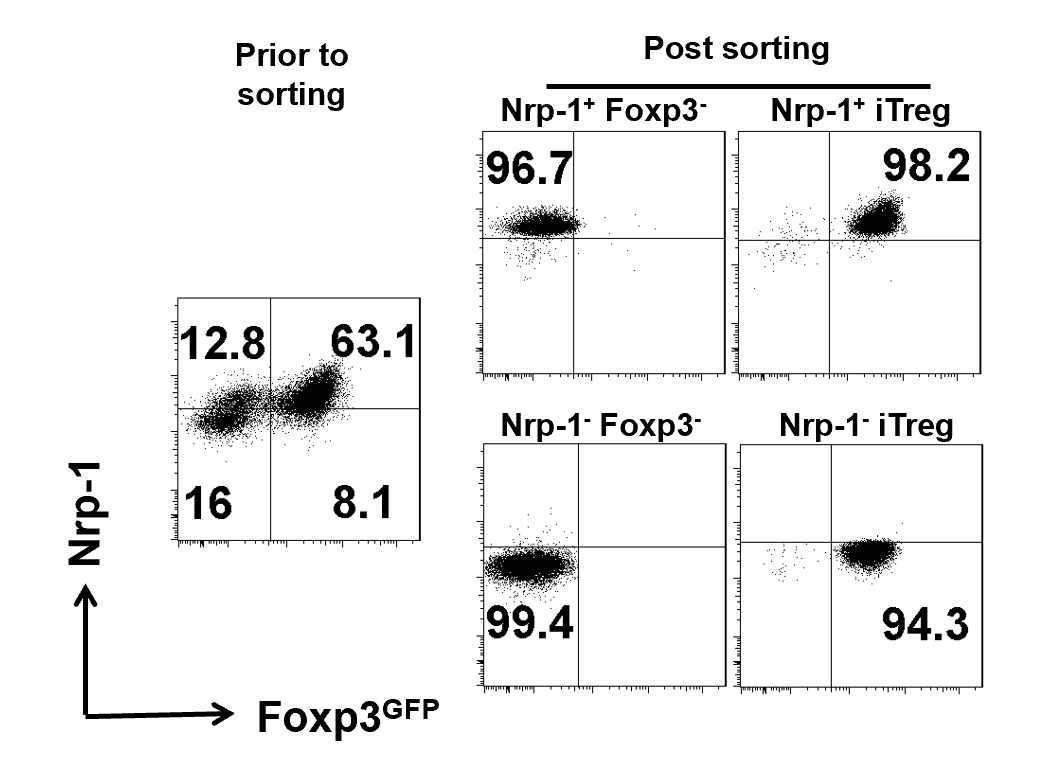

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

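Gene expression was measured by RNA sequencing in 4 Nrp-1+ iTreg and 4 Nrp-1- iTreg libraries. The group and the replicate number of each library come from the sample labels and the paper's description of the sort, and the replicate number (1 to 4 in each group) is the only pairing the labels give. The authors processed the reads on the CLC Genomics Workbench, calculated FPKM with Cufflinks and deposited 1 FPKM value per gene symbol and library; aligner settings, genome build and annotation are not named in the paper's text. No scaling between libraries beyond FPKM is described. FPKM divides by transcript length and by mapped fragments, which raises very short genes, and it is not a count, so no count model was used.

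The FPKM values were used as deposited. Genes with a mean FPKM of at least 1 over the 8 libraries (10467 of 23361) were tested on log2(FPKM + 1) with limma 3.58.1 (lmFit, and eBayes with an intensity trend) in R 4.3.3, with Benjamini-Hochberg adjustment. The exact two-sided Mann-Whitney test with a ratio of group means of at least 2 takes up the test named in the legend of Figure 4B. That panel concerns genes changed more than 2-fold against nTreg. For Figures 4C and 4D the legend gives |FC|≥1 and names no such test, so the rule used here is not the paper's for this comparison. With 4 libraries against 4, no exact test can go below p = 0.0286. Principal components used genes with a mean FPKM of at least 2. The 6 gene lists (Treg, TGF-β response, interferon, Th17, Th1 and proliferation genes, from 15 to 30 genes each) were tested with limma's camera at an inter-gene correlation of 0.01, with the intensity trend of the fit, and without it in the alternative without trend. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the exact tests, principal components and plots.

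The groups, the tests of the groups and of the gene lists, the lists themselves and the alternatives listed first below were set before the data were examined. The tests of technical explanations in the closing section were set later, as stated there. Genes are named by a rule set at the same time: the 27 genes drawn in Figures 4C and 4D, 11 genes the paper discusses for its other experiments, and up to 5 genes with the largest increase and 5 with the largest decrease among those with an adjusted p under 0.05, at least a 2-fold change and no overlap between the groups. A gene under the filter is reported from a fit of all genes with any value above 0. The alternatives were pseudocounts of 0.1 and 0.5, no filter and a filter at a mean FPKM of 5, median-of-ratios size factors, quantile normalization, the replicate number as a block, eBayes without trend, array weights, the ratio of group mean FPKM, scaled genes for the principal components, an estimated inter-gene correlation, and each of the 8 libraries left out in turn. Added after the data were examined were fits without short RNA genes (776 symbols of microRNA, snoRNA, scaRNA and other short RNA genes, 267 of them tested), and a correction of each library for GC content and transcript length (natural splines with 5 degrees of freedom, from the longest GENCODE M21 transcript, available for 99.4% of the tested genes), without and with the replicate block. GENCODE M21 served for lengths and GC content only, older symbols were matched through the NCBI RefSeq gene table of assembly GRCm38.p6, and no coordinates are given.

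The relative depth of the libraries was read from genes whose FPKM stayed under 0.3, where values are multiples of what 1 fragment is worth. It lay between 0.810 and 1.24 of the first library, so depth differed by less than 2-fold and both groups had a median of 1.00. The fragment numbers from transcript lengths are approximate, because the authors' annotation may differ, and give no confidence interval for single genes. The fits were tested on simulated data for 10467 genes with 200 genes changed. Recovered were 95.0% of the genes changed 2-fold and 20.0% of those changed by 0.15 on the log2 scale, with 0 false calls. The simulation changed far fewer genes than the 4282 called in the data, so these shares do not give the recovery in the data. Its noise was drawn for each gene independently, so the 0 false calls do not address effects shared by genes of a library. The values of 1 drawn gene are not reported here on their own, and it was left out of the search for libraries far from the others of their group. nTreg libraries were not analysed here, and neither were the comparisons with nTreg.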

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

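The tests of the principal components, of the spread between replicates and of Mir378 were chosen after the results were seen; the tests of technical explanations for the differences in gene lists (other splits of the libraries, GC content and length, scaling) were set after the medians of the lists were seen but before their own outcome, except that the splits were divided by how many libraries of a group they keep together only after the results of the splits were seen.

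All 25 genes of the proliferation list, genes of the cell cycle that the paper does not discuss, were higher in Nrp-1+ iTreg, each with an adjusted p under 0.05 by limma and no overlap between the groups, with a median log2 fold change of 0.86 (camera test, adjusted p = 2.14e-25). Over the 21 alternatives the adjusted p ranged from 4.14e-33 to 0.000133, the last with the inter-gene correlation estimated, and it was 1.26e-22 with the replicate block. Top2a was at 346.2 FPKM against 173.2 FPKM and Mki67 at 82.3 FPKM against 46.3 FPKM, both named after their values were seen as members of the list. Correction for GC content and transcript length left a median of 0.82, not taken relative to all genes, whose median was then -0.046. Size-factor scaling, relative to the median of all genes, left a median of 0.88, so neither accounts for the difference. Of the 8 splits of the libraries that part all same-numbered pairs, 1 (the real one) gave a camera p as small. The 8 splits cannot give a share under 0.05, so that comparison by itself cannot decide. Of all 35 splits, 27 of which part fewer pairs, 1 (the real one) gave a camera p as small (3.57e-26 before adjustment, against 1.28e-09 in the next). The next was among the 16 splits that keep 3 of the 4 libraries of each group together, and in the 18 splits that mix the groups evenly the smallest was 0.814. Contamination by other cells, and differences in sorting or culture between the subsets, were not tested, and no biological reading is put forward.

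Short RNA genes held between 1.77% and 43.9% of the summed FPKM of single libraries, with the highest share in replicate 1 of Nrp-1- iTreg. Mir378 was listed at 0 in 5 libraries and at 120729, 122024 and 98130.5 FPKM in replicates 2 and 4 of Nrp-1+ iTreg and replicate 1 of Nrp-1- iTreg. Of the genes with a mean FPKM of at least 5, 178 were listed at 0 in some library, and 177 of these were short RNA genes, so a 0 of such a gene may be a failed estimate. Of the 5 libraries listed at 0 for Mir378, 3 were deeper than the shallowest of the other 3, so sequencing depth does not account for it. PC1 of all genes did not separate the groups, and short RNA genes carried 98.5% of its squared loadings. PC1 scores did not follow sequencing depth (Pearson r = 0.0171, exact permutation p = 0.967; Spearman rho = -0.238, exact permutation p = 0.582; r = -0.0860 without the 2 libraries farthest from the median depth). The summed FPKM of short RNA genes did not differ between the subsets (exact two-sided permutation test, p = 0.971). PC1 scores fell as the share of short RNA genes rose, from 46.2 at 1.77% (replicate 3 of Nrp-1+ iTreg) to -37.0 at 43.9% (replicate 1 of Nrp-1- iTreg). Only replicates 2 (36.6%, score -34.2) and 4 (38.9%, score -27.0) of Nrp-1+ iTreg were out of this order. The position along PC1 may therefore be a matter of how much signal a library lists on short RNA genes. Its origin, such as library preparation, was not tested, and no biological explanation was tested.

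In 3 cases a library value lay far from the others of its group. Replicate 3 of Nrp-1+ iTreg had a relative depth of 1.22, against 0.994 to 1.00 in the other 3. Tgfb1 was at 165.9 FPKM in replicate 4 of Nrp-1+ iTreg, against 160.8 to 161.5 FPKM. Flna was at 130.1 FPKM in replicate 4 of the same group, against 121.0 to 122.4 FPKM. With 90 groups tested, about 4.5 such values are what chance gives, and no explanation was tested for single ones.

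The replicates of a group lay close together, with a median within-group SD of 0.0659 on the log2 scale. The variance was at least 2.11 times that of fragment sampling in both groups, and 1.55 times in the closest pair, so the libraries of a group differed by more than repeated sampling of a single library gives.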

How the results depend on the processing

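The fits without short RNA genes and with the GC and length correction were chosen after the data were examined. The counts of genes at any fold change were within 1.5 times those given (2189 higher, 2093 lower) under all the alternatives run, from 1588 to 2298 higher and from 1675 to 2748 lower. With the GC and length correction, the higher genes were 40.0% of those called, against 51.1% without it. Of the 4282 genes called, 3493 were called in the same direction with the replicate block, 3838 with the GC and length correction and 3562 with quantile normalization.

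The count of 2-fold changes depended on the scale of the fold. The 16 higher genes became 70 with a pseudocount of 0.1, 31 with 0.5, 10 with a filter at a mean FPKM of 5 and 89 with the ratio of group mean FPKM. The 4 lower genes became 2 without the filter, 2 without short RNA genes and 9 with the replicate block and GC and length correction, and from 1 to 4 across the 8 fits that each left out one replicate. The Mann-Whitney counts of 89 higher and 3 lower became 254 and 55 without the filter and 2116 and 2023 at any ratio; the 89 became 38 at a mean FPKM of 5, and the 3 ranged from 3 to 7 genes without overlap with one replicate left out. The 8 genes of Figure 4C became 4 with quantile normalization and 4 with the replicate block and GC and length correction. The cause was not tested for these counts.

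PC1 separated the groups with scaled genes (47.4% of the variance) and without short RNA genes (66.2%), and its share ranged from 43.5% to 52.7% with one replicate left out. The Treg list, with a median log2 fold change of 0.085, had an adjusted p of 0.0700 with the inter-gene correlation estimated, the highest of a range from 0.00740 over the 21 alternatives, and passed under the other 20. The Th1 list changed sign, to -0.19 at a mean FPKM of 5, -0.014 with quantile normalization and -0.024 with the GC and length correction, without and with the replicate block, and lay between -0.0101 and 0.0202 with one replicate left out. Its adjusted p by camera in limma lay between 0.108 and 0.882 over the 21 alternatives. Il10, under the filter, changed to -0.0046 with the GC and length correction, without and with the block, and lay between -0.0184 and 0.0769 with one replicate left out. Ifng changed to 0.000263 with array weights and lay between -0.0461 and 0.0226 with one replicate left out. The cause was not tested for these changes.

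For single named genes, 46 fits were weaker, 12 stronger and 8 reversed, against 781 with the same direction and side of the threshold. With the replicate block, Galnt1 (adjusted p = 0.109, from 0.0102 to 0.203 over the alternatives), Tnfrsf1b (0.0654, from 0.00783 to 0.0654) and Il10rb (0.0883, from 0.0173 to 0.103) no longer passed by limma. The deviations of same-numbered libraries had a mean correlation of -0.26 over all tested genes and -0.07 without short RNA genes, so the numbers gave no sign of pairing. Summing the FPKM of repeated symbols was not run, since no symbol is repeated. Fragment sampling limits low genes such as Il10 and Ifng, whose values lay under 0.31 FPKM.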

Differences from the paper's values

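The paper speaks of the top 50 significantly altered genes with a fold change of at least 2, and 20 genes passed here by limma on the log2(FPKM + 1) scale. A top list gives a minimum, so only counts more than 1.5 times below the paper's 50 were taken as different, a rule chosen after the counts were seen. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's 50, or above it, with a pseudocount of 0.1 (73 genes), a pseudocount of 0.5 (34) and the ratio of group mean FPKM (93). It did not with no filter, a filter at a mean FPKM of 5, size factors, quantile normalization, the replicate block, eBayes without trend, array weights or one replicate left out (13 to 24 genes), nor with the settings chosen after the data were examined (18 to 27 genes). The exact Mann-Whitney test with a ratio of at least 2 gave 92 genes.

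The paper draws Tlr2, Cd86, Ccr2 and Socs1 as increased and Il15ra and Tnfrsf12a as decreased. Their means lay in that direction, but the adjusted p by limma, over all tested genes, was 0.211, 0.214, 0.416, 0.0749, 0.0691 and 0.0518. The paper gives p<0.05 for the drawn genes and names no adjustment, so this rule is stricter than an unadjusted one. With adjustment over the 27 drawn genes alone, all 15 genes of Figure 4D passed, Il15ra and Tnfrsf12a among them. Of the 12 genes of Figure 4C, 9 did. Over the alternatives the adjusted p ranged from 0.0346 to 0.171 for Socs1, from 0.0201 to 0.116 for Tnfrsf12a and from 0.00548 to 0.153 for Il15ra. Socs1 passed with replicate 1 of Nrp-1+ iTreg left out (0.0440) and, in a setting chosen after seeing the values, without short RNA genes (0.0346). Tnfrsf12a passed with quantile normalization (0.0277), eBayes without trend (0.0404), replicate 2 of Nrp-1+ iTreg left out (0.0201) and without short RNA genes (0.0311), and Il15ra with replicate 3 of Nrp-1- iTreg left out (0.00548), without short RNA genes (0.0383) and with the GC and length correction (0.0378), the last 2 chosen after seeing the values.

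The paper describes the groups as distinct by principal component analysis, with nTreg included. With the iTreg libraries alone, PC1 did not separate them (exact permutation p = 0.714), whereas PC2 did, as did PC1 with scaled genes (exact permutation p = 0.0286 for each, and 0.0857 adjusted over the 3 components). PC1 also did without short RNA genes, a setting chosen after seeing the values.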

Other observations

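The tests of technical explanations below (other splits of the libraries, GC content and length, scaling) were set before their own outcome was seen, though after the medians of the gene lists were. The division of the splits by how many libraries of a group they keep together was made only after the results of the splits were seen, and so describes them without being a test.

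The real split of the libraries gave 4282 genes with an adjusted p under 0.05, and at most 6 genes were found in the other splits. Of the 8 splits that part all same-numbered pairs, 1 (the real one) gave as many genes at any fold, 1 as many 2-fold changes, and 1 as many genes past the Mann-Whitney test and fold 2 (92, against 38 in the next). The other 27 of all 35 splits part fewer pairs, and none of them gave as many. The highest count past the Mann-Whitney test and fold 2 among them was 54, in a split that mixes the groups evenly. With 8 splits a share under 0.05 cannot be reached, so that comparison by itself cannot decide whether a chance split would do as well, and only the comparison over all 35 splits, of which 1 (the real one) gave as many, speaks to it. After correction for GC content and transcript length, 89.6% of the genes called were called in the same direction, so that bias does not account for the calls. For the genes of Figures 4C and 4D, 1 of the 8 splits (the real one) gave as many calls, but the paper drew these genes as changed between the same libraries, so this count favours the real split in advance and says nothing about a chance split.

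The interferon list had a median log2 fold change of -0.17, with 21 of 25 tested genes lower in Nrp-1+ iTreg and 15 of these with an adjusted p under 0.05 (1 gene was called higher, and 18 genes passed with adjustment over the list alone). The camera adjusted p was 0.000116, and 0.000210 with the replicate block, and over the 21 alternatives it ranged from 4.99e-06 to 0.0365. The median was -0.15 with size-factor scaling relative to all genes. After correction for GC content and transcript length it was -0.19, not taken relative to all genes, whose median was then -0.046. Of the 8 splits that part all same-numbered pairs, 1 gave a camera p as small, and of all 35 splits 2 did. The other was among the 16 splits that keep 3 of the 4 libraries of each group together and so carry part of the real difference, and none of the 18 splits that mix the groups evenly gave a camera p under 0.05. With 8 splits the comparison by itself cannot decide.

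The Treg list had a median of 0.08, with 14 of 19 tested genes higher (camera adjusted p = 0.0251, and 0.0202 with the replicate block, over the alternatives from 0.00740 to 0.0700). Of the 19 genes, 9 were higher and 3 lower with an adjusted p under 0.05 by limma. The median was 0.10 with size-factor scaling, relative to the median of all genes. After the GC and length correction it was 0.053, not taken relative to all genes. That correction moved the median of all tested genes from -0.016 to -0.046, so the 2 values cannot be set against each other. Of the 8 splits that part all same-numbered pairs, 2 gave a camera p as small, and 5 of all 35 did. The other 4 all keep 3 of the 4 libraries of each group together, and in the 18 splits that mix the groups evenly the smallest camera p was 0.291. The comparison by itself cannot decide whether a chance split would do as well.

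For the Th1 list, no shift relative to the other tested genes was found, with 6 of 12 tested genes higher. Its median was 0.01 (camera adjusted p = 0.642, and 0.733 with the replicate block, over the alternatives from 0.108 to 0.882). Single genes of it changed in both directions, 2 higher and 4 lower with an adjusted p under 0.05 by limma.

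For its IL-10 and Foxp3 experiments, made with other methods, the paper discusses genes that can also be read here. It measured IL-10 and IL-10R by flow cytometry in rested iTreg, mostly after restimulation, and reports low IL-10 at rest. Its IL-10 mRNA compared iTreg of control mice with iTreg of mice lacking Nrp-1 in CD4+ T cells. The values here are mRNA of the sorted subsets without such restimulation, so they do not test those results. Il10, under the filter, lay between 0.0726 and 0.308 FPKM in Nrp-1+ iTreg and between 0.0842 and 0.230 FPKM in Nrp-1- iTreg, with a log2 fold change of 0.04 (adjusted p = 0.761 by limma). Il10ra was at 34.2 ± 1.25 FPKM (SD, n = 4) against 35.1 ± 0.790 FPKM (adjusted p = 0.350 by limma), and Il10rb at 59.4 against 64.2 FPKM, a change of -7.49% (adjusted p = 0.0266, and 0.0883 with the replicate block, from 0.0173 to 0.103 over the alternatives). Foxp3 was at 115.8 against 108.8 FPKM, an increase of 6.44% (adjusted p = 0.0245, from 0.0131 to 0.158 over the alternatives). Ikzf2, which encodes Helios, was at 2.56 against 1.86 FPKM, an increase of 37.4% (adjusted p = 0.000853). Tgfbr1 was 21.2% higher (adjusted p = 0.00423) and Tgfbr2 changed by -7.75% (adjusted p = 0.00211). Sp1 (adjusted p = 0.171, from 0.113 to 0.450 over the alternatives) did not pass. Smad3 did not either (0.0876, from 0.0200 to 0.197 over the alternatives), but passed with quantile normalization (0.0433), with the GC and length correction (0.0355) and without replicate 2 of Nrp-1- iTreg (0.0200). Ifng, under the filter, was listed at 0 in 3 libraries and at most at 0.145 FPKM in the others.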
